# Development of a Single-Neurosphere Culture to Assess Radiation Toxicity and Pre-Clinical Cancer Combination Therapy Safety

**DOI:** 10.3390/cancers15204916

**Published:** 2023-10-10

**Authors:** Bedika Pathak, Taylor E. Lange, Kristin Lampe, Ella Hollander, Marina Oria, Kendall P. Murphy, Nathan Salomonis, Mathieu Sertorio, Marc Oria

**Keywords:** neural progenitor cells, radiation, radiation toxicity, astrogenesis, neurogenesis

## Abstract

**Simple Summary:**

Exposure to radiation during nuclear catastrophes, natural sources such as space travel, or during cancer treatment can lead to central nervous system toxicity. The high sensitivity of neural progenitor cells (NPCs) to radiation poses a significant obstacle to dose escalation for the treatment of brain cancer such as glioblastoma, yet studies suggest that higher (dose-escalated) radiation therapy (RT) could enhance local control. Unfortunately, this is presently infeasible due to the toxicity to neighboring normal tissue; thus, there is a critical need to understand the cellular mechanisms that determine the extent of radiation-induced toxicity in normal NPCs, to develop CNS toxicity radiation counter measures or develop new safe brain cancer chemo–radiation therapy strategies.

**Abstract:**

Radiation therapy (RT) is a crucial treatment modality for central nervous system (CNS) tumors but toxicity to healthy CNS tissues remains a challenge. Additionally, environmental exposure to radiation during nuclear catastrophes or space travel presents a risk of CNS toxicity. However, the underlying mechanisms of radiation-induced CNS toxicity are not fully understood. Neural progenitor cells (NPCs) are highly radiosensitive, resulting in decreased neurogenesis in the hippocampus. This study aimed to characterize a novel platform utilizing rat NPCs cultured as 3D neurospheres (NSps) to screen the safety and efficacy of experimental drugs with and without radiation exposure. The effect of radiation on NSp growth and differentiation was assessed by measuring sphere volume and the expression of neuronal differentiation markers Nestin and GFAP and proliferation marker Ki67. Radiation exposure inhibited NSp growth, decreased proliferation, and increased GFAP expression, indicating astrocytic differentiation. RNA sequencing analysis supported these findings, showing upregulation of Notch, BMP2/4, S100b, and GFAP gene expression during astrogenesis. By recapitulating radiation-induced toxicity and astrocytic differentiation, this single-NSp culture system provides a high-throughput preclinical model for assessing the effects of various radiation modalities and evaluates the safety and efficacy of potential therapeutic interventions in combination with radiation.

## 1. Introduction

Radiation therapy (RT) is essential for palliative and curative treatments of central nervous system (CNS) tumors and CNS metastases for carcinomas or leukemias; however, radiation toxicity to the CNS remains a limitation to therapeutic success and long-term patient outcomes [1,2]. Radiation-induced CNS toxicity is a complex phenomenon that is not completely understood. In addition to radiotherapy, exposure to radiation during nuclear catastrophe or natural sources such as long space travel could represent a risk for CNS toxicity [3]. Inflammation and edema due to the activation of CNS resident immune cells, pro-inflammatory signals from senescent cells, and direct damage to the neural compartment all participate in CNS toxicity [4,5].

The two germinal zones in the brain, the hippocampus and subventricular zone (SVZ), contain multipotent neural progenitor cells (NPCs) that generate three major cell lineages: neurons, oligodendrocytes, and astrocytes. NPCs are responsible for normal neural development and as a reserve pool for tissue regeneration [6]. Additionally, NPCs have been reported to be highly radiosensitive, as radiation exposure causes decreased neurogenesis after CNS irradiation, which correlates to cognitive deficits including learning disabilities, abnormal growth, and motor retardation [7]. Inflammatory changes in the microenvironment in the NPC niche cause proliferation inhibition and lead to premature differentiation into astrocytes [8,9,10,11].

Cell cultures derived from neural tissues, including cancer tissues, are essential tools used for understanding the cellular and molecular mechanisms responsible for neural development and function [12]. Furthermore, they can be utilized for screening potential neuro-protective or antitumorigenic compounds to identify novel treatments. High-throughput drug screens are traditionally conducted using monolayer cell culture models, which fail to fully simulate authentic cell interactions; however, cells can also be grown in three-dimensional structures, such as spheroids. Three-dimensional (3D) culture models better reproduce cell and matrix interfaces but are limited by size variability [13]. The development of optimal 3D culture methods for neural and cancer stem cells is critical for demonstrating their applicability in identifying new treatment options and characterizing responses to radiation.

Cognitive and developmental alterations in the brain are primarily induced by radiotoxicity to NPCs during radiation exposure. Despite the sensitivity and toxicity studies on the NPC germinal zones after radiation in rodents, reliable and cost-effective methods to assess different compounds’ effects are still not well developed. This study characterizes the dose effect of radiation exposure to rat NPCs and the potential use of a novel single-neurosphere (NSp) culture method that could be used as a platform for NPC toxicity studies and preclinical drug screenings to evaluate the safety of new drug/radiotherapy treatments for CNS cancers and to test the efficacy of CNS radiation toxicity pharmacological counter measures.

## 2. Materials and Methods

The experimental protocols agreed with the National Institutes of Health Guidelines for Care and Use of Laboratory Animals and were approved by the Institutional Animal Care and Use Committee at Cincinnati Children’s Hospital Medical Center (IACUC 2019-0081).

### 2.1. Tissue Processing and Neurosphere Cultures

The study was performed using timed-pregnant Sprague Dawley rats weighing 200–250 g (Charles River Laboratories, Inc, Wilmington, MA, USA), housed at 22 °C in a standard dark:light cycle (10:14 h) (light 7:00–19:00) with access to water and standard food ad libitum. The mating date was defined as E-1 and plug day as E-0.

Neural progenitor cells (NPCs) were isolated from the brain of E15 Sprague Dawley rat fetuses and cultured in NeuroCult (StemCell Technologies, Vancouver, BC, Canada) basal medium supplemented with 1% Pen/Strep, 1X N-2 supplement, 1X B-27 supplement, 20 ng/mL human epidermal growth factor, 20ng/mL human fibroblast growth factor, and 1:500 dilution of 0.2% heparin solution in ultra-low attachment microplates where they spontaneously formed spheroids (neurospheres; NSp). Culture media was exchanged every 3–4 days and NSp spheroids were dissociated into NPCs every 7–10 days using 0.05% trypsin-EDTA to maintain the cells in their progenitor state.

For NPC expansion and RNA extraction, NPCs were seeded at a density of 1 × 10^5^ cells/well (Corning, New York, NY, USA) 6-well ultra-low attachment microplates or 4 × 10^4^ cells/well in Corning^®^ 24-well ultra-low attachment microplates.

To define culture conditions for individual NSp cultures, NPCs were seeded at various cell densities (100, 200, 400, and 800 cells/well) in Corning^®^ 96-well ultra-low attachment U-bottom microplates and individual NSp growth was measured at 3, 6, and 7 days after culture.

NSp radiation toxicity treatments were administered as pretreatment on day 2 post-seeding (before radiation exposure) and on day 3 after radiation exposure added pre- and post-radiation to the media. NSps were kept in culture for up to 7 days and then analyzed. The treatments tested were ascorbic acid (ASCOR^®^ McGuff Pharmaceuticals, Santa Ana, CA, USA #67157) at a dose of 200 µM and Recombinant Noggin (Prepotech, Thermo Fisher Scientific, Waltham, MA, USA #120-10C) at 5 µM.

### 2.2. Radiation Exposure

The effect of radiation on NSp growth and differentiation was measured after 0, 0.5, 1, or 2 Gy of photon radiation (day = 3 after NPCs seeding) administered with a CellRad+ benchtop X-ray irradiator (Precision, Madison, CT, USA). Plates containing NSps were placed on the rotating plate holder in the irradiation chamber using the radiation field template of the holder. The plates were irradiated at the indicated dose at an average dose rate of 1.2 Gy/min (150 KeV, 6 mA). Dose rate and accurate dose delivery were checked before and during radiation using the calibrated integrated dosimetry system. Culture media was changed after radiation.

### 2.3. Apoptosis Quantification Using Flow Cytometry

Dissociated cells from neurospheres previously grown and treated in 6 well plates were stained with Annexin V-APC and propidium iodide (eBioscience, Thermo Fisher Scientific, Waltham, MA, USA) following the manufacturer’s protocol, utilizing Annexin V staining buffer. Neurospheres from one well of six well plates were treated as one replicate for each condition tested. A total of 5 to 6 independent replicates were performed per condition tested. Samples stained with Annexin V-APC + PI, as well as unstained and single-stained controls, were analyzed using a BD Canto Flow cytometer (BD Biosciences, Franklin Lakes, NJ, USA). Compensation parameters were established using the BD DIVA acquisition software prior to the acquisition of stained samples. The proportion of apoptotic cell death (Annexin V+ and PI+ or PI− cells) and non-apoptotic cell death (PI+ and AnnexinV-cells) was quantified from all singlet cells using FlowJo (v10.9), after fluorescence compensation and gating based on single-color stained samples.

### 2.4. Immunostaining

On day 4 post-radiation, the neurospheres were collected and cytospun onto slides. The slides were fixed with 4% paraformaldehyde for 30′ at room temperature. NSps were permeabilized with 0.5% Triton X-100 (Sigma Aldrich, St. Louis, MO, USA) in phosphate-buffered saline (PBS) for 15 min at room temperature before non-specific binding was blocked for 1 h with 5% BSA in PBS at room temperature. Slides were then incubated overnight at 4 °C in a humidity chamber with the following primary antibodies: anti-Ki67 (Abcam, Waltham, MA, USA) (1:500), anti-GFAP (Abcam, Waltham, MA, USA) (1:500), and anti-Nestin (BD Biosciences, Franklin Lakes, NJ, USA) (1:50). The slides were washed and incubated for 1 h with Alexa Fluor 488-, Alexa Fluor 568-, or Alexa Fluor 647-conjugated secondary antibodies (Life Technologies, Eugene, OR, USA) (1:1000) at room temperature, protected from light in a humidity chamber. Finally, the slides were washed, covered with mounting media containing DAPI (Southern Biotech, Birmingham, AL, USA), and visualized with a Nikon fluorescent microscope (Nikon Inc., Melville, NY, USA).

### 2.5. Immunolabeled Cells and Area Quantification

GFAP+, Nestin2+ immuno-stained area measurements, and Ki67+ cell counts were performed using NIS Elements AR 4.5 software (Nikon Instruments Inc). Quantification was conducted using more than eight random high-magnification images per neurosphere. This analysis was conducted in 4–6 neurospheres per group and the experiments were repeated three times. Cell count data are reported as the percentage of immuno-positive cells compared to the total number of cells in each area. Area is reported as the positively stained area in square pixels as a percentage of the total area. All quantifications were performed by an investigator blinded to the experimental groups.

### 2.6. RNA Extraction and RT-qPCR Analysis

RNA was extracted from NSps using TRIzol and pipet homogenization. Glycogen was added to the TRIzol sample after homogenization to aid in RNA recovery. RNA quantification was assessed using Epoch Biotek spectrophotometer (Biotek Instruments, Winooski, VT, USA). Utilizing the RT2 First Strand Kit (QIAGEN, Germantown, MD, USA), a 0.5 µg RNA sample was reverse-transcribed into cDNA. A 25 ng cDNA sample was then used as a template for RT-qPCR, employing TaqManR gene expression assays (Applied Biosystems, Foster City, CA, USA) (Supplementary Table S1) in the Applied Biosystems StepOnePlus Real-Time PCR System. Samples were run in duplicate for target genes and were normalized using HPRT1 as an endogenous control. Relative quantification of transcript expression was performed using the 2^−ΔΔCt^ method, where Ct represents the threshold cycle.

### 2.7. Neurospheres’ Volume Quantification

Brightfield microscopy images were taken at 0, 2, and 4 days after radiation and images were analyzed using ImageJ I(J1.46r) to determine sphere volume. Quantification was conducted using 16–20 neurospheres per group. Sphere area was determined using ImageJ. Then, radius was calculated as (sphere area/(4 × 3.14))^(0.5). After we had the radius, we calculated volume as: (4/3)(3.14)(radius)^3. Cell volume data and all quantifications were performed by an investigator blinded to the experimental groups.

### 2.8. cDNA Library Preparation and Sequencing

Directional polyA bulk RNA-sequencing was performed using established protocols as previously mentioned (PMID: 31120332 and 31420676) by the Genomics, Epigenomics, and Sequencing Core at the University of Cincinnati. To summarize, the quality of the total RNA was QC analyzed using a Bioanalyzer (Agilent, Santa Clara, CA, USA). After passing QC, 1 µg of total RNA was used in the NEBNext Poly(A) mRNA Magnetic Isolation Module (New England BioLabs, Ipswich, MA, USA) to isolate polyA RNA for library preparation. The polyA RNA was further enriched using SMARTer Apollo automated NGS library prep system (Takara Bio USA, Mountain View, CA, USA). Next, NEBNext Ultra II Directional RNA Library Prep kit (New England BioLabs, Ipswich, MA, USA) was used for library preparation under PCR cycle number 8 and the resulting library QC’d and quantified via Qubit quantification (ThermoFisher, Waltham, MA, USA). Using single read 1 × 85 bp settings on a NextSeq 2000 sequencer (Illumina, San Diego, CA, USA), individually indexed libraries were proportionally pooled and sequenced. The individual samples were given unique identifiers during processing by the Genomics, Epigenomics, and Sequencing Core and these identifiers were kept consistent throughout the manuscript. The identifiers follow the nomenclature “MO#” indicating the initials of the corresponding author and the number of the sample.

### 2.9. RNA-Seq Data Processing and Analysis

Paired-end reads were aligned to rat genome build Rn7 with STAR version 2.6.1. Principal component analysis (PCA) highlighted potential batch effects. One outlier sample was identified from the control treatment group (MO2) and was removed. 

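The deposited TPM table held 24 samples, 4 in each of 6 groups, and MO2 was 1 of the 4 control samples. The median gene had 1.32 TPM in MO2, against 2.57 to 3.20 TPM in the other 23 samples. In MO2, 8627 genes reached at least 1 TPM, against 9372 to 9720 genes in the others, and the 100 genes with the highest TPM held 49.8% of its TPM, against 38.8% to 43.8%. The distance between samples was taken as the root mean square difference in log2(TPM + 1) over the genes with a mean of at least 1 TPM in any group. MO2 lay 1.15 to 1.25 from the other 3 control samples, which lay 0.381 to 0.594 from one another. Pairs of samples within the other groups lay 0.275 to 0.486 apart. No pair of samples had identical values.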

Kallisto was used to generate TPM, which were then processed through NOISeq version 2.42.0 for batch correction. 

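The deposited values of the batch-corrected table were on another scale than TPM: doubling each value gave the corrected TPM + 1, since 1469 genes had exactly 0.5 in all 23 samples and log2 of the doubled value kept every group mean of log2(TPM + 1) to within 4e-09. The difference between the 2 tables had exactly 2 components. Removing the 2 largest components of the differences between samples within the 6 groups from log2(TPM + 1) gave the deposited corrected values to within 7e-09, so the deposited correction equals one that uses the group labels and leaves the group means unchanged. These components held 21.2% and 13.3% of the sum of squares within groups. The correction removed 62.3% of the sum of squares within C, 44.5% within CGy, 38.3% within NGy, 26.1% within AGy, 22.4% within A and 8.52% within N. Across C and CGy, the median SD of a gene within groups fell from 0.190 to 0.104 on the log2 scale. After the correction, 6.55% of the corrected TPM values were below 0.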

AltAnalyze version 2.1.4.4 (EnsMart106 database) was then used for differential expression analysis on the batch-corrected data matrix. The AltAnalyze supplied empirical Bayes moderated *t*-test was performed followed by Benjamini–Hochberg adjustment for false discovery (FDR). Final threshold cutoffs were an adjusted *p*-value ≤ 0.05 (FDR) and fold change ≥ 1.5. Pathway enrichment was also performed in AltAnalyze using the integrated GO-Elite pathway analysis tool and additionally with the online tool g:Profiler (https://biit.cs.ut.ee/gprofiler/gost accessed on 13 December 2022). Venn diagrams were created in AltAnalyze using all differentially expressed genes with an adjusted *p*-value ≤ 0.05 (FDR) and fold change ≥ 1.5. The volcano plots were generated with all expressed genes using the Enhanced Volcano package in R version 4.2.1 (https://github.com/kevinblighe/EnhancedVolcano). Significantly upregulated genes ≥ a linear 1.5-fold increase were indicated in red and downregulated in blue. The protein–protein interaction (PPI) networks were created using STRING version 12.0 [14] and a protein–protein interaction score of at least 0.4 (https://string-db.org/). Predicted PPIs were considered significant if the PPI enrichment *p*-value was ≤ 0.05.

RNAseq data were deposited in the Sequence Read Archive (SRA) and can be found via GEO accession number (GSE242899).

### 2.10. Statistical Analysis

Unless otherwise specified, all statistical analysis and graphs were performed in Graph Pad Prism 9 software (GraphPad Software Inc., La Jolla, CA, USA). Differences among multiple groups were analyzed using one-way analysis of variances (ANOVA) using Tukey’s post hoc test. Differences among the same group at different time points were analyzed using two-way analysis of variance (ANOVA) using Tukey’s post hoc test. Results are reported as means ± standard error (SE) for the relative gene expression (2^−ΔΔCt^) and means ± standard deviation (SD) for the cell counting analysis. A *p*-value ≤ 0.05 was considered statistically significant.

## 3. Results

### 3.1. NSp Cultures Recapitulate NPC-Defining Characteristics

This study aimed to create a reliable single-neurosphere (NSp) culture system to evaluate the responses of NPCs to radiation and to test the safety or benefit of compounds and/or potential therapies. To determine the optimal NPC cellular seeding density required us to form a single NSp by 3 days post-seeding, we seeded 100, 200, 400, and 800 rat NPC cells/well. We observed a linear increase in the volume of the NSps over time in all seeding densities tested; however, 400 and 800 cells/well gave the largest NSps, nearly doubling in initial size by the day 7 endpoint (Figure 1A). The optimal NSp size was determined by seeding 200 cells/well at day 7 post-seeding; the 400 and 800 cells/well NSps were too large and dense, potentially not allowing proper nutrients to reach the center of the NSp (Figure 1B).

Under the specified culture conditions, NSps and the NPCs were found to express stemness markers such as Nestin (green) and Musashi (red). Immunostaining showed a high expression of Ki67 (red), a marker of cell proliferation that is expressed in NPCs (Figure 1C). Taken together, we demonstrated that single-NSp cultures exhibit the same defining characteristics of multiple NPCs in culture.

### 3.2. Radiation Induces Apoptosis after Radiation Exposure

As radiation exposure is known to cause radiotoxicity in traditional NPC culture, we assessed the effect of radiation treatment on apoptosis, necrosis, and cell proliferation in the NSps. We stained NSps 4 days after radiation and used flow cytometry to measure apoptosis and necrosis. We detected a significant increase in apoptosis in the 2 Gy irradiated NSps as compared to non-irradiated samples (Figure 2A). There were no significant differences in necrosis between any of the tested conditions (Figure 2B).

### 3.3. Radiation Treatment Increases NPC Differentiation in Neurospheres

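RNA of rat NSps, free-floating clusters grown from neural stem and progenitor cells, was sequenced in 4 C samples and 4 CGy samples. CGy samples received 1 Gy on day 3 after seeding, and RNA was taken 7 days after irradiation. PolyA-selected libraries were read over 85 bases from a single end. The authors deposited TPM per gene from Kallisto for all samples, and a batch-corrected table without the control sample MO2, which the paper removed as an outlier. The paper's comparison therefore had 3 C samples (MO1, MO3 and MO4) and 4 CGy samples (MO13, MO14B, MO15 and MO16). The tables hold no read counts, so the depth of the libraries is unknown. The genes listed summed to between 605633 and 627580 TPM in the C samples (median 621924) and to between 622007 and 649751 TPM in the CGy samples (median 628236). From the corrected table, log2(TPM + 1) was computed, with corrected TPM below 0 set to 0, and genes with a mean of at least 1 TPM in either group were tested with limma's moderated test and Benjamini-Hochberg adjustment. Fold changes are on the log2(TPM + 1) scale, which understates the change of genes with low TPM. The count of genes changed in CGy against C was 657 in the corrected and 2 in the uncorrected table. Values before the correction are therefore given beside those after it. Other choices moved some other results more. The tables list genes by Ensembl identifier and do not pair the identifiers with gene names.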

To understand the possible mechanism by which radiation exposure in rat NSps causes radiotoxicity, changes in global gene expression were measured using bulk RNA-sequencing comparing non-irradiated controls (C) with NSps exposed to 1 Gy radiation alone (CGy). Principal component analysis (PCA) demonstrated the separation of the irradiated samples from the controls indicating that radiation treatment significantly altered the transcriptomic profile of NSps and accounted for >90% of the variation (Figure 3A,C). 

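In the batch-corrected values of the 9763 genes tested, PC1 held 48.5% of the variance and PC2 15.2%. The 3 C samples lay between -20.1 and -18.4 on PC1 and the 4 CGy samples between 13.3 and 15.3. Over the 657 genes called differentially expressed between these groups, PC1 held 86.4%. Genes that were not centred gave a PC1 of 99.7%. Before the correction, PC1 held 47.2% and the groups overlapped on it: the C sample MO3 lay at 5.22, between MO14B at 4.57 and MO15 at 20.9, while MO4 lay at -45.3. With MO2 included, PC1 of the uncorrected values held 65.9% and MO2 lay at -104 on it, with the other 7 samples between -2.65 and 24.3. The mean distance between a C and a CGy sample before the correction was 0.499, against 0.442 between samples of the same group, a difference that 35 splits of the 7 samples did not set apart (exact permutation test, one-sided, p = 0.0857). After the correction the distances were 0.419 and 0.295. From the separation on PC1, the paper concludes that radiation altered the transcriptomic profile of NSps.

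**Figure D1:**
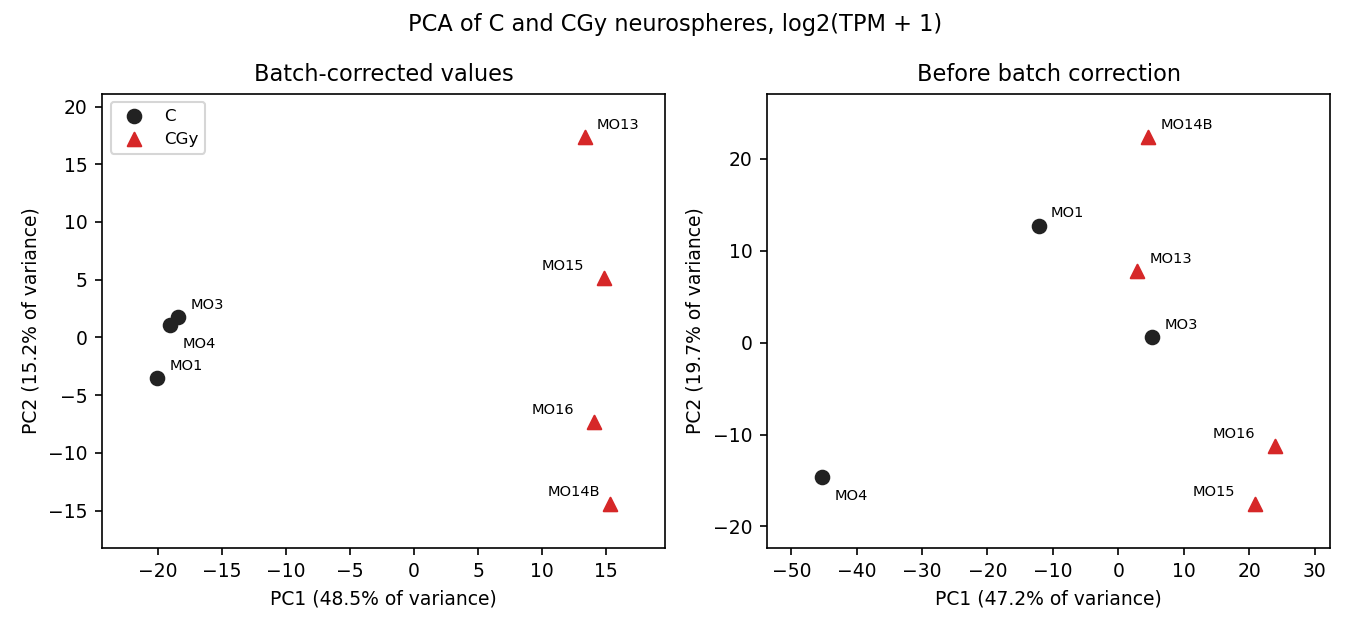
PCA of the 3 C samples and 4 CGy samples on log2(TPM + 1), with PC1 on the horizontal and PC2 on the vertical axis, after (left) and before (right) the batch correction. Each point is a sample. On the left the groups lie apart on PC1, and on the right MO3 lies among the CGy samples and MO4 lies at -45.3.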

A gene expression threshold was set at ±1.5-fold change with an adjusted *p*-value ≤ 0.05. 

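Of the 9763 genes tested between CGy and C in the batch-corrected values, 657 changed at least 1.5-fold with an adjusted p-value of at most 0.05 in limma's test, 426 upregulated and 231 downregulated. An adjusted p-value of at most 0.05 alone was reached by 2974 genes. With each sample left out in turn, the count stayed between 608 and 681 genes. Before the correction, with the same 7 samples and the same group means, 2 genes passed both thresholds, both upregulated, and 1433 genes had an unadjusted p-value under 0.05. With MO2 included, no gene of the uncorrected values passed, and 817 genes had an unadjusted p-value under 0.05. Of the 657 genes, 650 had CGy samples that did not overlap the C samples after the correction and 308 before it. Among all genes tested, 3986 did not overlap after the correction and 1464 before it. Chance gives 5.71% of genes for 3 samples against 4. This value applies only before the correction, which used the group labels to reduce the spread within groups. On log2 of the deposited corrected value + 1 in place of log2(TPM + 1), a scale that was tried after the values were seen, 377 genes passed, 247 upregulated and 130 downregulated.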

A total of 396 genes were differentially expressed upon radiation treatment (209 upregulated and 97 downregulated) (Figure 3B,C).

Hierarchical clustering was performed followed using gene ontology (GO) pathway analyses with AltAnalyze’s built-in GO-Elite. By overlaying the biological process pathways with the clustered heatmap, the overall response to radiation was assessed and reinforced that there was a clear separation in transcriptomic signature between the two groups (Figure 3C). 

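Average-linkage clustering of the samples over 10118 genes with a mean of at least 1 TPM in any group, none of them selected for a difference, first split the batch-corrected samples into the 3 C samples and the 4 CGy samples. Over the uncorrected values of the same samples (10134 genes), the first split set MO4 of group C apart from the other 6 samples. With MO2 included, the first split set MO2 apart.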

Radiation treatment upregulated genes enriched for biological process pathways including adhesion, cell signaling, response to ROS, and proliferation but downregulated genes involved in metabolism and development. Additionally, to independently validate the pathway analysis using a separate tool, the differentially expressed genes were analyzed using g:Profiler. The pathway analysis results from g:Profiler GO: Biological Processes, GO: Cellular Components, GO: Molecular Function, and KEGG pathways supported the GO-Elite findings and indicated that radiation differentially regulates pathways involved in cellular metabolism, development, response to stress, and most strikingly, differentiation in NSps (Supplementary Tables S2–S5).

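The largest rise among the genes called in CGy against C was a log2 change of 2.43. The 20th largest rise was 1.49 and the 20th largest fall -1.18. The 2 genes with the largest rises whose groups did not overlap after the batch correction were ENSRNOG00000030091 and ENSRNOG00000004713. Corrected TPM of ENSRNOG00000030091 was 1.74 ± 2.19 (SD, n = 3) in C and 12.0 ± 6.81 (SD, n = 4) in CGy, a log2 change of 2.43 (standard error 0.61, adjusted p = 0.0239 from limma). For ENSRNOG00000004713 it was 2.32 ± 2.42 (SD, n = 3) and 10.6 ± 3.68 (SD, n = 4), a log2 change of 2.04 (standard error 0.54, adjusted p = 0.0285 from limma). The 2 largest falls were those of ENSRNOG00000013850, from 44.8 ± 2.78 (SD, n = 3) to 11.1 ± 4.69 TPM (SD, n = 4), with a log2 change of -2.0 (standard error 0.29, adjusted p = 0.00319 from limma), and of ENSRNOG00000007827, from 39.1 ± 11.7 (SD, n = 3) to 9.58 ± 3.68 TPM (SD, n = 4), with a log2 change of -1.95 (standard error 0.32, adjusted p = 0.00523 from limma). In the uncorrected values the adjusted p-values of these 4 genes were between 0.321 and 0.436 (limma), and the groups overlapped for 3 of them.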

To determine if the differentially expressed genes encode proteins that have direct (physical) or indirect (functional) associations, the top 20 upregulated and top 20 downregulated genes were input into STRING (Supplementary Table S6). Using a medium interaction confidence score of at least 0.4, the resulting protein–protein interaction (PPI) network consisted of a total of 14 connected genes that separated into two distinct clusters: one consisting of twelve proteins and a smaller cluster consisting of two proteins (Figure 4). The smaller cluster contained Bnip3 and Pdk1. Expression of these genes can be induced during hypoxia and the resulting proteins are involved in controlling mitophagy [15,16]. The larger cluster of 12 genes/proteins primarily play roles in modulating differentiation, particularly of astrocytes and neurons but also cell proliferation, response to hypoxia, and cell death (Supplementary Table S7). Collectively, these results provide evidence that radiation induces effects on proliferation and differentiation in NSp cultures in response to radiation-induced damage, such as hypoxia and inflammation, to promote cell survival.

### 3.4. Neurogenesis Adaptation after Radiation of Single NSps

NSCs’ exposure to radiation causes permanent inhibition of NSC proliferation in the neurogenic niche [12] and leads to differentiation of NPCs into glial fate [8]. In previous works by Korirova J et al., radiation exposure induced neuronal differentiation increasing expression of Tubb3 and of the astrocyte markers GFAP [12]. To elucidate the changes in gene expression that could alter the neural progenitor cell commitment after radiation exposure, we checked the expression of genes within the neurogenesis gene ontology (GO:002208), and the three sub-classifications within neurogenesis: oligodendrocyte differentiation (GO:0048709), astrocyte differentiation (GO:0048708), and neuron differentiation (GO:00330182). Out of 174 total genes that make up the oligodendrocyte differentiation pathway, 4 genes were differentially expressed in the CGy NSps as compared to the C NSps, and out of 424 total genes in the astrocyte differentiation pathway, 8 were differentially expressed. Within the neuron differentiation pathway, we identified 56 genes dysregulated between CGy and Control from 4046 total gene annotations (Supplementary Table S8).

To validate the effects of radiation on the growth potential and differentiation of NSps, we exposed NSps to 0.5, 1, or 2 Gy X-ray radiation three days after seeding and monitored NSp formation. NSp formation was significantly reduced upon treatment with 0.5 Gy radiation and completely prevented with 1 and 2 Gy treatment (Figure 5A). We also observed decreased cell proliferation and cell stemness, as quantified from Ki67 and Nestin immunofluorescence staining, respectively (Figure 5B,C). Moreover, we detected an increase in GFAP protein expression concomitant with the increasing radiation dose indicating an increase in differentiation of NPCs into astrocytes. In accordance with the protein expression results, there was a radiation dose-dependent upregulation of genes involved in astrocyte differentiation such as GFAP, ALDH1L1, AQP4, BMP4, and BMP2 (*** *p* < 0.001) (Figure 6). A progressive downregulation of Nestin gene expression was detected with the increasing radiation dose becoming significantly different than untreated cells at 2 Gy (*** *p* < 0.001). Taken together, these results indicate that radiation treatment promotes astrocyte differentiation of NPCs in neurosphere cultures, which recapitulates reports from published in vivo studies.

### 3.5. Inhibition of BMP Activity or Supplementation with Antioxidants Reduces Radiotoxicity in Neurospheres

To identify compounds with radioprotective properties, we pretreated NSp cultures with various compounds and measured changes in gene expression with or without radiation treatment. We pretreated NSps with Recombinant Noggin at 5 µM, ascorbic acid at 200 µM, or vehicle and then irradiated with 1 Gy radiation at 3 days post-seeding. As astrocyte differentiation and GFAP expression rely on BMP activity, we pretreated NSps with the BMP signaling inhibitor Noggin [17]. We also tested ascorbic acid due to its antioxidant properties and its known role in the maintenance of NPC pluripotency [18]. 

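RNA of 24 samples was sequenced in the same way, 4 in each of the 6 groups. Noggin, an extracellular antagonist of bone morphogenetic proteins, was given at 5 µM and ascorbic acid at 200 µM, on day 2 after seeding and again on day 3 after irradiation, and the irradiated groups received 1 Gy on day 3. The samples had the paper's identifiers MO5 to MO8 (N), MO9 to MO12 (A), MO17 to MO20 (NGy) and MO21 to MO24 (AGy), besides those of C and CGy. The genes listed in the deposited TPM table summed to 615930 to 628348 TPM per sample in N (median 621393), 615330 to 622464 in A (median 616423), 650049 to 655264 in NGy (median 652804) and 643344 to 655289 in AGy (median 644490). In the sample labels, the 8 samples of A and AGy have lower numbers than all samples of CGy, N and NGy. So do 2 of the 4 C samples, of which 1 also lies below all A and AGy samples. Ascorbic acid and this numbering thus coincide. The 15 pairs of groups were each compared in the authors' batch-corrected table, which has 23 samples with 3 in group C, with only the samples of that pair in the fit. The 6 groups leave 17 degrees of freedom within groups, of which the correction had used 2, and the test does not count these. The 2 are shared among all 6 groups. Counting both against C and CGy alone would take their 5 degrees of freedom to 3, the largest loss possible. Whether the response to radiation changed with a pretreatment was tested as the difference between the effect of radiation with and without it, in a fit of the 4 groups concerned.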

At 7 days post-irradiation, RNA was extracted from NSps from the six treatment groups (control (C); control + radiation (CGy); Noggin treatment (N); Noggin + radiation (NGy); ascorbic acid treatment (A); ascorbic acid + radiation (AGy)) and gene expression measured via bulk RNA sequencing. 

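Over the batch-corrected values of 10118 genes, PC1 held 33.4% and PC2 13.1% of the variance of the 23 samples. Over the 2830 genes called in any of the 15 comparisons, PC1 held 44.8% and PC2 14.5%. The separation of each pair of groups was tested before the correction, as the mean distance between samples of different groups less that between samples of the same group (exact permutation tests, one-sided, 35 splits for each pair, smallest possible p = 0.0286, Benjamini-Hochberg adjusted over the 15 pairs). CGy and NGy samples lay 0.410 apart on average, against 0.387 within groups (adjusted p = 0.114, permutation test). AGy and A also were not set apart (0.418 against 0.393, adjusted p = 0.114, permutation test), nor were A and C (0.476 against 0.434, adjusted p = 0.114, permutation test), CGy and C (adjusted p = 0.107, permutation test) or N and C (0.462 against 0.408, adjusted p = 0.0779, permutation test). The other 10 pairs each had an adjusted p of 0.0429 in this permutation test, with the widest separation between A and NGy (0.580 against 0.381).

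**Figure D2:**
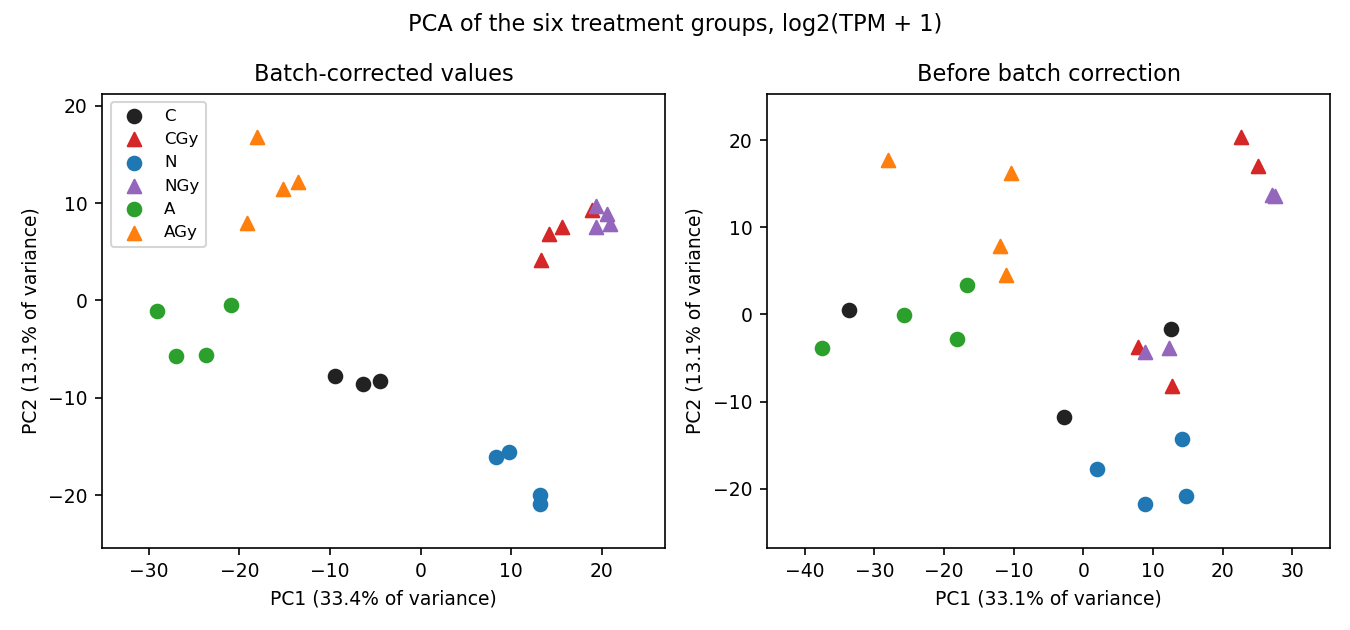
PCA of the 23 samples on log2(TPM + 1), with PC1 on the horizontal and PC2 on the vertical axis, after (left) and before (right) the batch correction. Points are samples, circles unirradiated and triangles irradiated. On the left, CGy and NGy lie together. On the right, MO15, MO16, MO19 and MO20 lie apart from MO13, MO14B, MO17 and MO18, each set mixing CGy and NGy. The 3 C samples lie close together only on the left.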

The PCA showed distinct separation between all groups except for the CGy and NGy samples, which clustered together (Figure 7, left panel). This may suggest that treatment with Noggin minimally changes the transcriptome after radiation treatment. 

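Between NGy and CGy, 137 of 9667 genes passed the thresholds of a 1.5-fold change and an adjusted p of at most 0.05 (limma), 74 higher and 63 lower in NGy. Before the batch correction there were 38 genes, 24 higher and 14 lower. Without irradiation, 379 genes differed between N and C after the correction and 1 gene before it. The root mean square log2 difference between group means, which the correction does not change, was 0.236 between NGy and CGy and 0.301 between N and C.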

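Average-linkage clustering of the 23 batch-corrected samples first separated the 11 samples of C, A and AGy from the 12 samples of CGy, N and NGy, both over 10118 genes not selected for a difference and over the 2830 called genes. Divided into 6 clusters over all genes, the samples of C, N and AGy each had a cluster of their own, the 8 samples of CGy and NGy shared a cluster, and the A sample MO10 was set apart from the other 3 A samples. Over the uncorrected values, the first split put MO4 of group C with the 8 samples of A and AGy, and MO1 and MO3 of group C with CGy, N and NGy, over all genes and over the called genes alike. With MO2 included, the first split set MO2 apart from all other samples.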

Hierarchical clustering analysis indicated that the non-irradiated control (C) and both ascorbic-acid-treated groups (A and AGy) clustered together, whereas the control radiated group (CGy) clustered with both Noggin-treated groups (Figure 7, right panel). These data indicated that Noggin treatment does not drastically affect the gene expression profile of irradiated NSps, whereas ascorbic acid treatment returns the gene expression profile closer to that of non-irradiated controls.

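The root mean square log2 difference of the group mean from that of C was 0.298 for AGy, 0.369 for NGy and 0.339 for CGy. Exchanging the samples of AGy and CGy in all 70 ways gave a difference in distance as large as that between them, -0.0408, with p = 0.286 (exact permutation test, two-sided, before the batch correction), and for NGy against CGy, 0.0303, with p = 0.543 (exact permutation test, two-sided). The 657 genes changed in CGy against C were then followed through the groups, with each gene's sign set by its direction in CGy. Relative to the mean of C, their mean signed log2 change was 0.84 ± 0.22 in CGy, 0.74 ± 0.22 in NGy, 0.39 ± 0.11 in N, 0.19 ± 0.22 in AGy and -0.13 ± 0.25 in A before the correction (SD, n = 4 each), with an SD of 0.53 among the 3 C samples. After the correction the means were the same to these digits and the SDs were 0.04 in CGy, 0.003 in NGy, 0.02 in N, 0.06 in AGy, 0.05 in A and 0.03 in C. Since these genes were chosen for their difference between CGy and C, the distance of CGy from C is inflated by the choice. The choice also rests on the C samples, so it can shift the values of the other groups relative to C as well. How large that shift is was not tested.

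**Figure D3:**
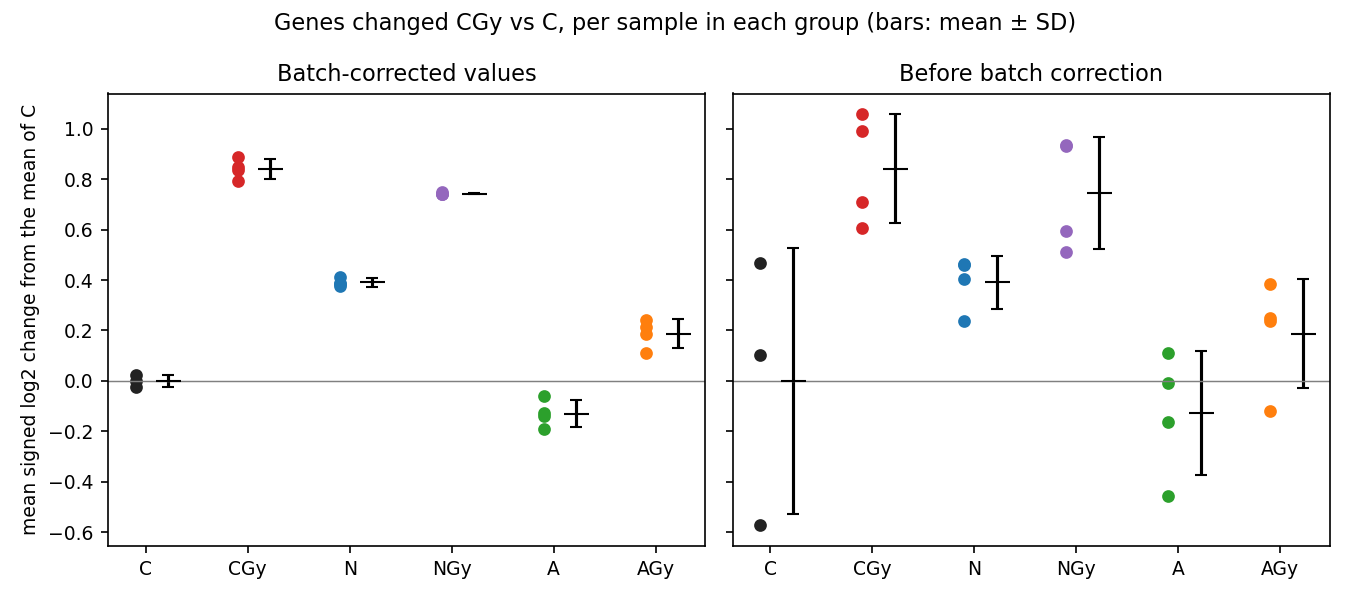
Mean signed log2 change, relative to the mean of C, of the 657 genes changed in CGy against C, for each sample by group, after (left) and before (right) the batch correction. Points are samples and bars are the mean ± SD. Group means are alike in both panels, while the C samples spread from -0.57 to 0.47 on the right.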

GO pathway analysis was performed with GO-Elite and the biological process pathways overlayed with the heatmap. Genes involved in cell differentiation pathways such as glial cell differentiation, regulation of neuron differentiation, and neuron projection were downregulated in the CGy and Noggin-treated groups when compared to the C and ascorbic-acid-treated samples. These data suggested that treatment of NSps with ascorbic acid reduces radiation-induced astrocyte differentiation.

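With the paper's thresholds, the batch-corrected values gave the following numbers of differentially expressed genes for the comparisons with controls: 305 higher and 74 lower in N, 461 higher and 368 lower in NGy, 194 higher and 46 lower in A, and 214 higher and 101 lower in AGy. Against CGy, 273 genes were higher and 125 lower in N, 707 higher and 617 lower in A, and 460 higher and 432 lower in AGy. Irradiation changed 460 genes in Noggin-treated NSps, 129 higher and 331 lower in NGy than in N, and 102 genes in ascorbic-acid-treated NSps, 54 higher and 48 lower in AGy than in A. Between the pretreatments, 579 genes were higher and 500 lower in N than in A, 620 higher and 467 lower in N than in AGy, 893 higher and 681 lower in A than in NGy, and 601 higher and 440 lower in AGy than in NGy. Before the correction the counts that changed by more than 1.5-fold were those with C, at most 65 genes, and those of N against CGy (86 genes, 29 higher and 57 lower in N, so that the more frequent direction reversed), NGy against N (284 genes), NGy against CGy and AGy against A. In the last, no gene passed and 1256 genes had an unadjusted p-value under 0.05. The comparisons of ascorbic-acid-treated groups with CGy, N and NGy had 632 to 1452 genes.

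**Figure D4:**
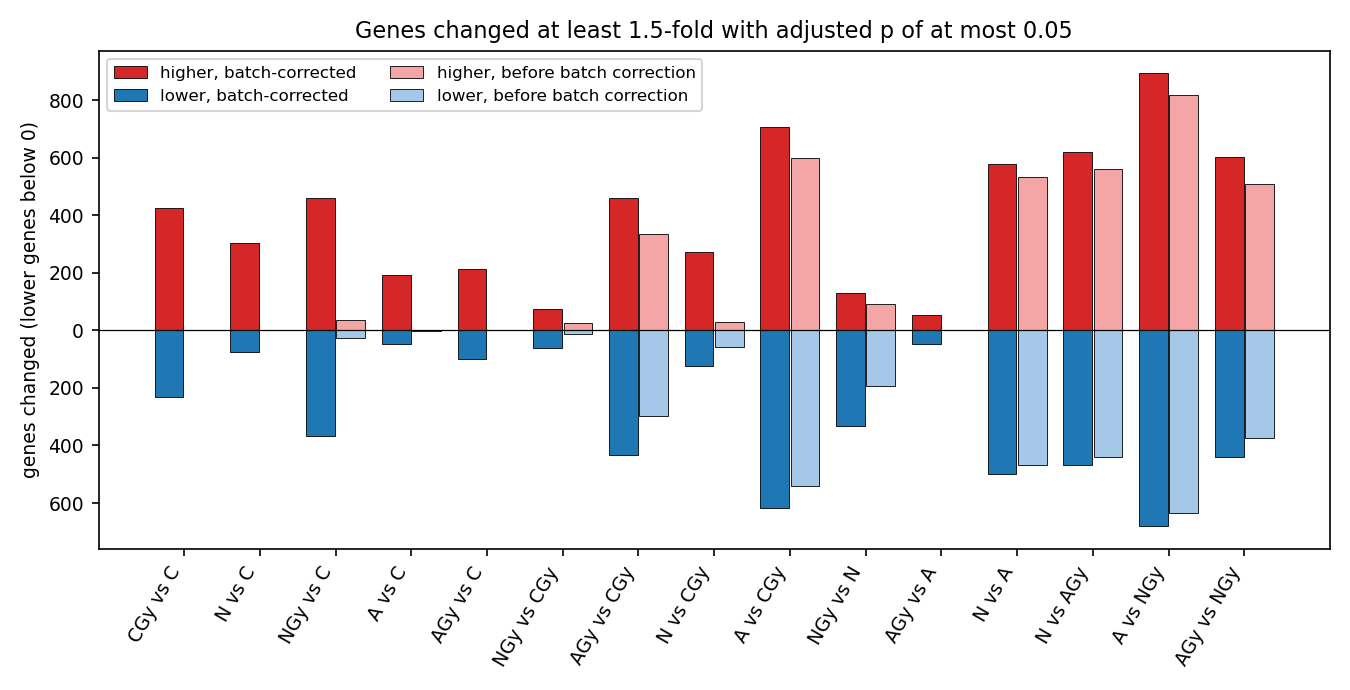
Number of genes changed at least 1.5-fold with an adjusted p of at most 0.05 in each of the 15 comparisons, with genes higher in the first group above 0 and genes lower in it below 0. Dark bars are the batch-corrected values and light bars the values before correction, where the comparisons with C and AGy against A have few or no genes.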

The number of genes ≥ 1.5-fold changed, with an adjusted *p* ≤ 0.05 for each comparison, can be found in Table 1. 

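In the batch-corrected values, 315 of 9817 genes differed between AGy and C, against 657 between CGy and C and 829 between NGy and C. Before the correction, 0 genes differed between AGy and C, with 1304 genes at an unadjusted p under 0.05, against 2 genes for CGy and 65 genes for NGy. With each sample left out in turn, the corrected count was between 136 and 276 genes for AGy and between 789 and 876 genes for NGy.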

Interestingly, there were few genes differentially regulated between the C and AGy conditions as compared to the CGy and NGy groups. Analyzing the overlap in genes differentially expressed between treatments, we observed that only eight genes were shared between the three treatment comparisons: CGy vs. C; AGy vs. CGy; and NGy vs. CGy (Figure 8B). These eight genes (Ccn2, Gfap, Gja1, C1ql1, Slc4a4, Rbp1, Frzb, and Cytl1) are largely involved in astrocyte differentiation and three of them (Ccn2, Gja1, and Gfap) are predicted to significantly interact at the protein level, as shown by the PPI network (Figure 8C). 

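In the batch-corrected values, 21 genes were called in all 3 comparisons. CGy against C and AGy against CGy had 336 further genes in common, CGy against C and NGy against CGy 17, and AGy against CGy and NGy against CGy 21. The genes called in a single comparison numbered 283, 514 and 78, in that order of comparisons. Of the 357 genes common to CGy against C and AGy against CGy, 354 changed in opposite directions. Both comparisons use the CGy samples, so a high or low value in CGy moves them in opposite directions. Before the correction, the 2 genes called in CGy against C were in neither of the other lists, so that no gene was shared, and 6 genes were common to AGy against CGy and NGy against CGy. With a pseudocount of 0.1 in place of 1, 34 genes were shared.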

Slc4a4 is expressed predominantly in astrocytes and regulates blood–brain barrier integrity. Gfap is an intermediate filament III protein expressed in astrocytes and is a marker of neuronal differentiation. Gja1 is a connexin expressed in astrocytes [19] and Ccn2 is a growth factor that induces astrogenesis [20]. 

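Of the 21 genes shared by the 3 comparisons in the batch-corrected values, 10 were upregulated in CGy against C, by a log2 change of 0.66 to 1.62, and 11 were downregulated, by a log2 change of -1.63 to -0.65. They are not named, since the tables do not pair the identifiers with names.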

Slc4a4, Gja1, Ccn2, Frzb, and Gfap were upregulated while Rbp1, C1ql1, and Cytl1 were downregulated in response to the radiation treatment (CGy vs. C) (Figure 3B). Noggin treatment upregulated Ccn2 expression in both N and NGy samples (Figure 8A). In irradiated samples, Noggin treatment reduced the expression of Gfap, Gja1, and Slc4a4 but upregulated Frzb. 

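Between NGy and CGy, 5 of the 10 shared genes that radiation upregulated were higher and 5 were lower in NGy, with log2 changes from -0.94 to 0.81. Of the 11 that radiation downregulated, 10 were higher in NGy and 1 was lower.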

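All 10 shared genes upregulated in CGy were lower in AGy than in CGy, with log2 changes from -1.40 to -0.65. Membership in the shared list required a change in this comparison. Its direction was not required, but both comparisons use the CGy samples, which favours opposite directions. In A against C, 9 of the 10 were lower, though 1 was called lower and none higher. The log2 changes lay between -0.81 and 0.08, with a median of -0.55.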

Importantly, ascorbic acid had no effect on astrogenesis gene expression in non-irradiated NSps (A vs. C) but it did reduce the expression of Gfap, Gja1, Slc4a4, and Ccn2 in the irradiated samples (AGy vs. CGy). This was four out of the five astrogenesis genes upregulated by radiation alone. 

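Among all 426 genes upregulated in CGy against C, 196 were called lower and none higher in AGy against CGy, and 16 were called lower and 7 higher in NGy against CGy. These comparisons use the CGy samples by which the genes were chosen, which favours calls opposite to the change in CGy. In AGy against C, 53 of the 426 were called higher. Their median log2 change from C was 0.74 in CGy, 0.67 in NGy, 0.42 in N, 0.23 in AGy and -0.09 in A. Among the 231 downregulated genes, 158 were called higher and 3 lower in AGy than in CGy. Of the 11 shared genes that radiation downregulated, 10 were higher and 1 was lower in AGy than in CGy.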

Altogether, pretreatment of NSps with ascorbic acid is radioprotective and reduces astrogenesis gene expression, which may preserve NPC function and prevent radiation-induced astrogenesis.

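Of the 657 genes changed in CGy against C, 588 had the same direction in AGy against A, with a median signed log2 change of 0.31. Before the batch correction this was not set apart from other groupings of the 4 samples per group (exact permutation test, two-sided, p = 0.0857). That test is unpaired and does not account for any block of samples that A and AGy share. In the corrected values, whose spread within groups had been reduced, the same test gave p = 0.0286 (exact permutation test), the smallest that 70 splits allow. In Noggin-treated NSps, 557 of the genes had the same direction in NGy against N, with a median signed log2 change of 0.31 (exact permutation test, two-sided, p = 0.0286 with 4 samples per group, after the correction and before it). The effect of radiation differed with ascorbic acid for 1126 of 10024 genes after the correction (limma interaction, adjusted p of at most 0.05) and for 1 gene before it. For Noggin these counts were 2392 of 9936 genes and 1 gene. The paper rests its conclusion on other comparisons, among them named astrogenesis genes in A against C and AGy against CGy. It concludes that ascorbic acid given before irradiation is radioprotective and lowers the expression of astrogenesis genes. It proposes that this may preserve the function of neural progenitor cells.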

## 4. Discussion

Studies have shown that children exposed to whole-brain radiation exhibit a progressive decline in neurocognitive function and predicted intelligence quotient (IQ) [21]. These changes in the development of children demand innovative approaches for reducing neurocognitive toxicity for children requiring whole-brain irradiation [22]. Furthermore, proton radiation demonstrated toxicity reduction by minimizing the exposure of normal brain tissue but only treating focal targets gives similar toxicity to X-ray therapy in whole-brain irradiation [23]. In another laboratory, Ultra-High Dose Rate (UHDR or Flash) irradiation using different radiation sources provides decreased CNS toxicity but more research is needed [24,25,26,27].

Together, we aimed to elucidate a mechanism behind the astrogenesis that occurs in NPCs exposed to radiation in a 3D culture with the goal of designing a high-throughput pre-clinical model to test radiation toxicity in NPCs. This will be used to compare radiation modality effects on NPCs and to pre-clinically screen the safety/benefits of new candidate drugs in combination with radiotherapy or as a radiation CNS toxicity counter measure.

Radiation has been shown to have a significant impact on the behavior of neural progenitor cells (NPCs), which are cells capable of differentiating into neurons or other types of cells in the nervous system. The neurosphere culture system for NPC expansion and self-renewal is an established model proposed by Reynolds BA in 1992 [28]. This classic free-floating culture of NPC aggregates is considered a better system than 2D systems but limitations still exist when assessing effects on NPCs directly. For this reason, our newly designed single-neurosphere culture model shows improvements, not only as a screening tool for potential drugs but also in improving the limitations of the 3D culture standardizing the size of the neurospheres.

Our data suggests that astrogenesis occurs early after radiation in a dose-dependent manner that correlates with the radiation dose when compared to control groups, as previously demonstrated in 2D-cultured NPCs [12]. Furthermore, we implicate BMP signaling in NPC cell fate decisions after radiation and the role in promoting astrogliosis observed after radiation exposure. NPC differentiation is dependent on bone morphogenetic proteins (BMPs) [29,30]. These morphogens are key regulators of NPC differentiation potential toward neuron and glia cell lineages [31,32] and are upregulated in NPCs following insult or disease [33]. In addition, the BMP signaling pathway has been proven to regulate astrocyte commitment in the CNS [34,35]. Up-regulation of proteins involved in this pathway has been extensively shown to direct NPCs to an astroglial fate [36,37,38,39]. Our RNA-seq results further support this, as Notch, BMP2/4, S100b (an early astrocyte marker), and GFAP gene expressions were upregulated at the time of astrogenesis after radiation. Therefore, Tgfb1 in combination with the upregulation of Notch/BMP signaling may be a plausible mechanism for early NPC differentiation into astrocytes as a response mechanism after injury induced by radiation exposure.

Studies have demonstrated that exposure to low-to-moderate doses of ionizing radiation can stimulate the division of NPCs, leading to an increase in the number of cells that can potentially differentiate into neurons and other cells of the nervous system. This has been observed in vitro and in vivo [40,41]. In vitro studies using neurospheres have shown an increase in neurosphere formation and size after exposure to low doses of ionizing radiation [41].

However, exposure to high doses of ionizing radiation has been shown to induce DNA damage and cell death in NPCs, leading to a reduction in their number and potentially affecting their ability to differentiate and participate in tissue repair processes [40,42]. In addition, radiation exposure has been shown to alter the normal pattern of gene expression in NPCs, which can have long-term impacts on the fate and function of these cells [41].

It is important to consider that the effects of radiation on NPCs can be influenced by several factors, including the type and dose of radiation, the stage of development of the cells, and the presence of other environmental stressors [40]. Further research is needed to better understand the complex interplay between these factors and the effects of radiation on neural progenitor cells.

The differentiation of NPCs into astrocytes is a crucial aspect of neural development and is regulated by several signaling pathways, including the Bone Morphogenetic Protein (BMP) signaling pathway [34,43]. Astrocytes play a vital role in maintaining the structural and functional integrity of the nervous system but overactivation of astrocytes can contribute to neuroinflammation and cellular damage, which can lead to the development of various neurological disorders [44].

Modulating the BMP signaling pathway using antioxidants or reactive oxygen species (ROS) scavengers has been proposed as a potential neuroprotective strategy. Antioxidants and ROS scavengers have been shown to regulate the BMP signaling pathway and inhibit the differentiation of neural progenitor cells into astrocytes, thereby reducing oxidative stress and promoting neuroprotection as we demonstrated in the study treating radiation toxicity of NSps with ascorbic acid [45].

Studies have demonstrated that treatment with the antioxidant N-acetylcysteine (NAC) can reduce oxidative stress and decrease the differentiation of neural progenitor cells into astrocytes, leading to improved neuroprotection in models of neurodegenerative diseases [46]. Similarly, treatment with the ROS scavenger Tempol has been shown to inhibit the activation of astrocytes and promote neuroprotection in models of brain injury [47]. Research has revealed varying impacts of ascorbic acid on radiosensitivity in prostate cancer cells and normal prostate epithelial cells [48]. These findings provide evidence for the potential of redox modulators to enhance the effectiveness of radiotherapy while safeguarding normal tissue from injury in brain cancer treatment scenarios.

Despite these promising findings, it is important to note that the precise mechanisms by which antioxidants and ROS scavengers modulate the BMP signaling pathway and impact the differentiation of neural progenitor cells into astrocytes are still not fully understood. Further research is required to determine the safety and efficacy of this approach in humans, as well as to gain a deeper understanding of the complex interplay between BMP signaling, antioxidants, and ROS scavengers in the regulation of neural development and the promotion of neuroprotection. Furthermore, glioma cells cultivated in this system as single neurospheres may be a promising and relevant model for studying tumor mechanistic and signaling pathways, the response to radiotherapy anticancer drugs, and future studies combining gene sets and pathways analysis involved in the formation of glioma [49]; in addition, this study on healthy neurospheres combined with radiotherapy could benefit the creation of new therapies.

## 5. Conclusions

In conclusion, our study demonstrates the potential of single-NSp cultures to recapitulate radiation-induced NPC toxicity and astroglial differentiation. The single-sphere culture methodology could represent an avenue for a high-throughput pre-clinical in vitro model to test radiation toxicity in NPCs, which can be used to compare radiation modality effects on NPCs and pre-clinically screen the safety/benefits of new candidate drugs in combination with radiotherapy.

## Figures and Tables

**Figure 1:**
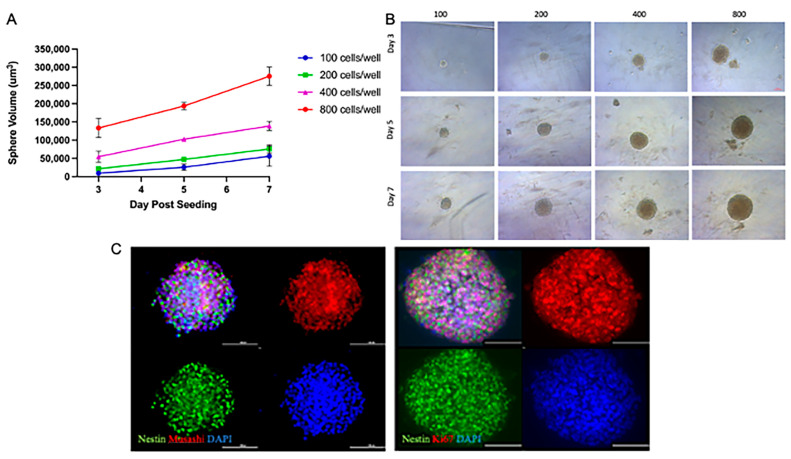
NSp cultures recapitulate NPC-defining characteristics. (**A**) Volume of single neurospheres over time post-treatment with increasing concentrations of cells/well up to 7 days post-seeding (n = 10–15). (**B**) Brightfield microscopy images of neurospheres over time post-seeding with increasing cell concentrations. Representative images are shown (n = 10–15). Scale bar = 100 µm. (**C**) IF images showing staining for nuclei with DAPI (blue), stemness with Nestin (green), and Musashi (left; red), cellular proliferation with Ki67 (right; red). Representative images are shown (n = 5–6). Scale bar = 100 µm.

**Figure 2:**
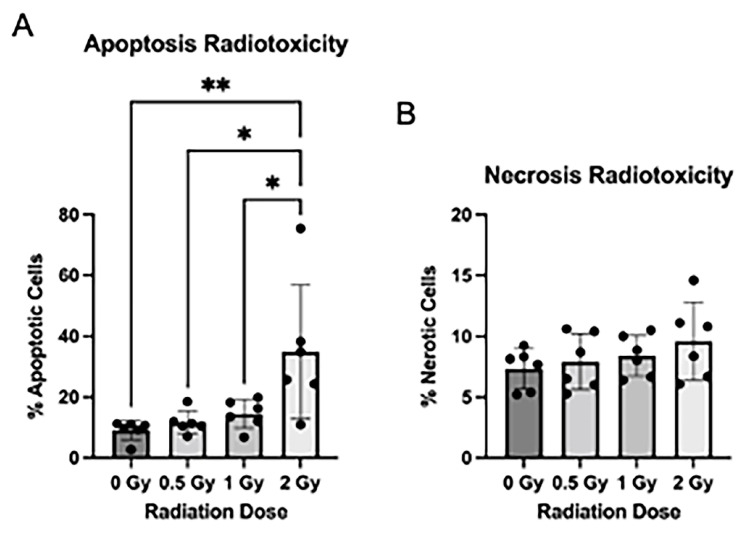
Radiation induces apoptosis after radiation exposure: (**A**) Neurospheres were dissociated and stained with Annexin V-APC + PI for flow cytometry. The number of apoptotic cells post-radiation treatment was quantified by measuring the proportion of Annexin V+ and PI+/PI− cells (n = 5–6); (**B**) The number of necrotic cells post-radiation treatment was quantified by measuring the proportion of Annexin V− and PI+ cells (n = 5–6 independent replicates per condition) (mean ± SD, * *p* < 0.05, ** *p* < 0.005).

**Figure 3:**
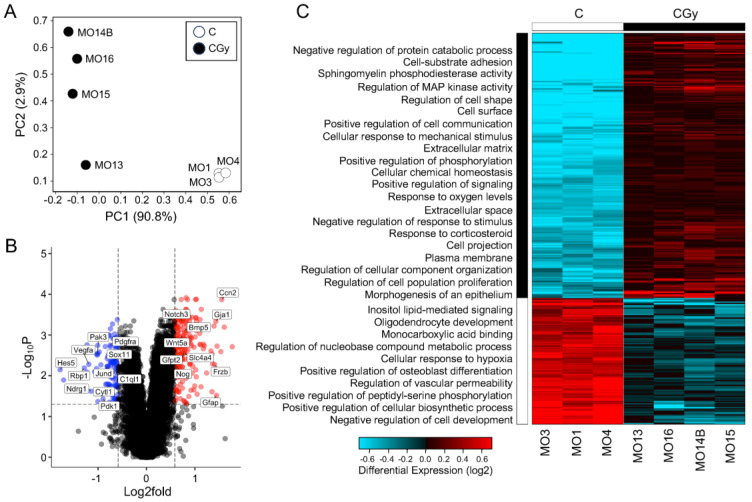
The transcriptome of NSps changes drastically after radiation and indicates an increase in NPC differentiation: (**A**) Principal component analysis (PCA) of bulk RNA-seq from neurospheres treated as control (C) (n = 3) or with 1 Gy radiation (CGy) (n = 4) samples; (**B**) Volcano plot of all genes 1.5-fold upregulated (red dots) or downregulated (blue dots) meeting an adjusted *p*-value threshold < 0.05. A subset of genes are labeled; (**C**) Hierarchical clustering heatmap of differentially expressed genes indicating enriched GO: biological processes in neurospheres exposed to radiation as compared to controls.

**Figure 4:**
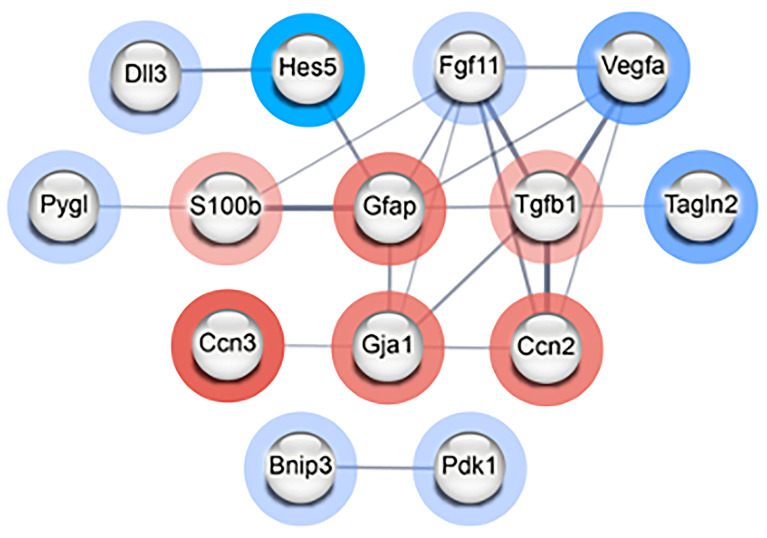
Radiation modulates genes involved in differentiation of NPCs in neurospheres. STRING PPI network of interconnected nodes with an interaction score of at least 0.4 created from the list of top 20 most upregulated and downregulated genes in radiation-treated (CGy) vs. control (C) neurospheres. Genes/proteins outlined in red were upregulated and those outlined in blue were downregulated. The intensity of the colored ring indicates the fold change. The edge line thickness indicates the strength of data supporting the interaction. The PPI enrichment *p*-value = 4.24 × 10^−5^ indicates that there are more predicted PPI interactions amongst this set of genes/proteins than would be expected randomly.

**Figure 5:**
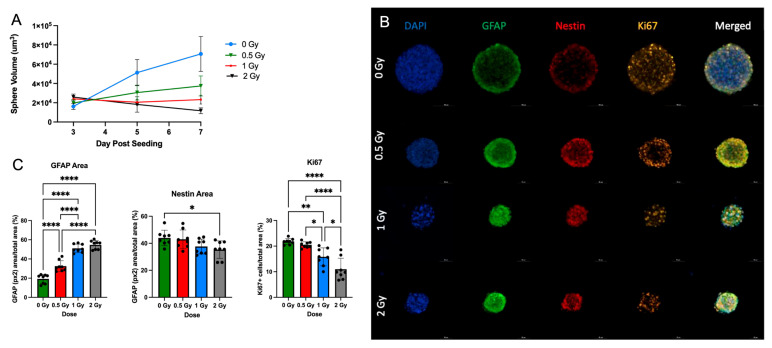
Radiation promotes NSC differentiation in single NSps: (**A**) Volume of single neurospheres over time post-treatment with or without (blue) increasing doses of radiation; 0.5 Gy (green), 1 Gy (red), and 2 Gy (black) (n = 10–15); (**B**) Progressive generation of astrocytes in co-staining of GFAP (green), Nestin (red), Ki67 (orange), and DAPI (blue) single neurospheres; (**C**) GFAP+, Nestin+ area/total stained area and Ki67 cells/total stained area in all groups (mean ± SD, * *p* < 0.05, ** *p* < 0.005, **** *p* < 0.0001) (n = 8–10).

**Figure 6:**
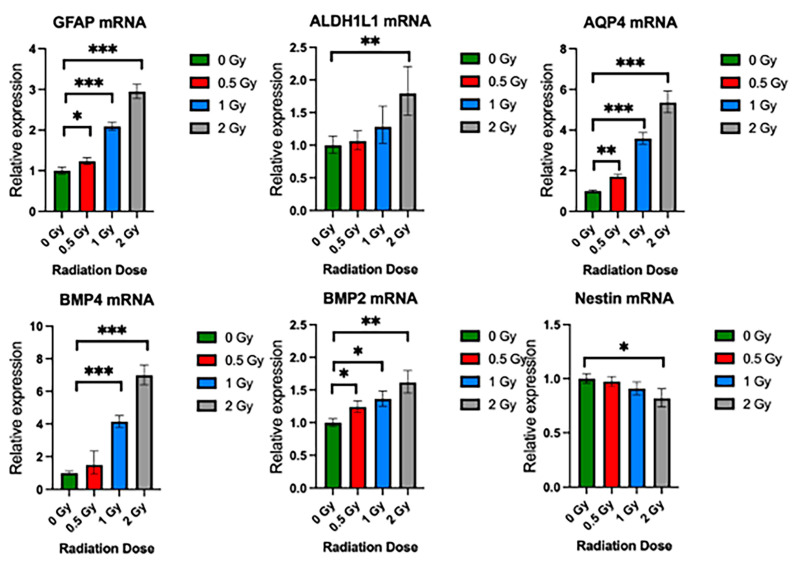
Radiation promotes upregulation of NSC differentiation genes. Relative gene expression of GFAP, ALDHL1, AQP4, BMP4, BMP2, and Nestin in neurospheres exposed to 0 Gy, 0.5 Gy, 1 Gy, and 2 Gy radiation. Mean ± SE of relative expression (2^−ΔΔCt^) for radiation-treated and control (mean ± SD, * *p* < 0.05, ** *p* < 0.005, *** *p* < 0.001 (n = 8–10).

**Figure 7:**
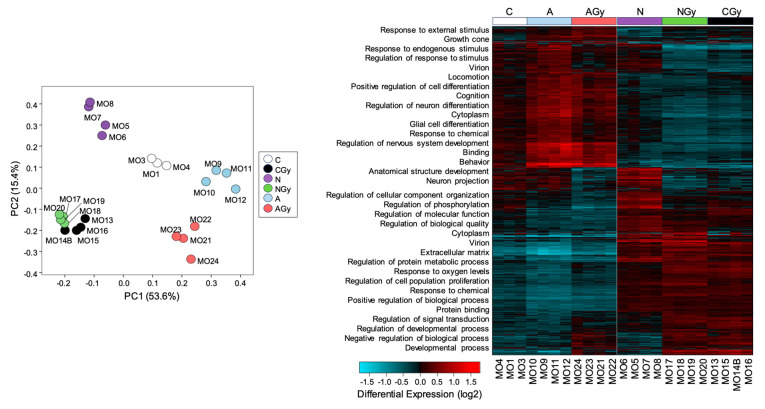
Single-neurospheres culture for radiation toxicity screening. Principal component analysis of libraries sequenced for RNA-seq for neurospheres and Hierarchical clustering analysis of differentially expressed genes from control (C), radiation-treated neurospheres (CGy), ascorbic-acid-treated neuropsheres (A) ascorbic-acid- and radiation-treated neurospheres (AGy), Noggin-treated neurospheres (N) and Noggin- and radiation-treated neurospheres (NGy).

**Figure 8:**
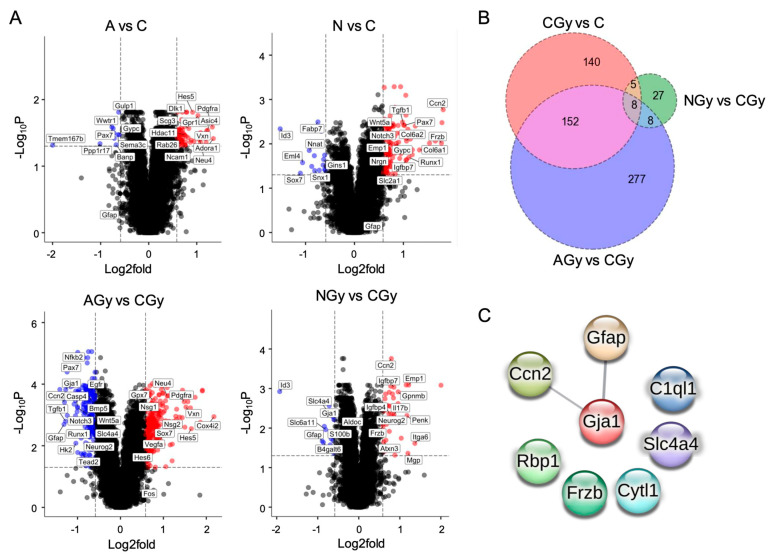
(**A**) Volcano plots of RNA-seq data from neurospheres of the indicated treatment group comparisons. All genes ≥1.5-fold upregulated (red dots) or downregulated (blue dots) meeting an adjp-value threshold ≤ 0.05 are indicated. A subset of genes is labeled. (**B**) Venn diagram shows the number of significant genes (adjp-value ≤ 0.05) with a fold change ≥ 1.5 in CGy vs. C, AGy vs. CGy, and NGy vs. CGy comparisons. (**C**) STRING predicted protein–protein interaction (PPI) network based on the 8 dysregulated genes shared between the CGy vs. C, AGy vs. CGy, and NGy vs. CGy comparisons with an interaction score of at least 0.4. The edge line thickness indicates the strength of data supporting the interaction. The PPI enrichment *p*-value of 0.0489 is significant, which indicates that the input proteins have more predicted interactions than would be expected randomly.

**Table 1:** Number of differentially expressed genes identified as ≥1.5-fold change and adjp ≤ 0.05.

	C		CGy		N		NGy		A		Agy	
	Up	Down	Up	Down	Up	Down	Up	Down	Up	Down	Up	Down
C												
CGy	209	97										
N	138	15	132	53			150	52	322	247	329	209
NGy	244	147	35	13								
A	56	10	403	371			522	401			13	10
AGy	65	33	224	222			282	241				

## Data Availability

Data supporting the findings of this study are available within the article and its Supplementary Information.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cancers15204916/s1, Table S1: TaqMan probes for gene expression assay. Table S2: Top 10 (if applicable) upregulated and downregulated GO-Biological Process. Table S3: Top 10 (if applicable) upregulated and downregulated GO-Cellular Components. Table S4: Top 10 (if applicable) upregulated and downregulated GO-Molecular Function. Table S5: Top 10 (if applicable) enriched KEGG pathways derived from differentially expressed genes identified as >1.5-fold. Table S6. Top 20 genes up- or downregulated by radiation treatment. Table S7. STRING Biological Process pathway enrichment results. Table S8. Genes involved in GO for Neurogenesis and sub-classifications for cell differentiation.

How the deposited data were processed for this re-analysis (not part of the article)

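Bulk RNA sequencing of rat neurospheres covered 24 samples in 6 groups of 4: control (C), Noggin (N), ascorbic acid (A) and each of these with 1 Gy of radiation (CGy, NGy and AGy). The authors estimated TPM with Kallisto and deposited them for all samples, as a table in which the genes of a sample sum to between 605633 and 655289 TPM. The paper's text names STAR for the alignment to rat genome build Rn7, and describes the reads as single in one place and as paired-end in another. The authors also deposited a table without the control sample MO2, processed with NOISeq for batch correction. The columns of both tables carry the paper's sample identifiers, whose groups are given by the paper's Figures 3 and 7 and its methods; they could not be matched to single entries of the sample labels, so the columns were used as replicates of their groups with no pairing. No per-sample column was left out.

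The values of the corrected table differed from what was assumed before the data were examined. They are 0.5 times the corrected TPM + 1, so each value was doubled to give the corrected TPM + 1, corrected TPM below 0 was set to 0, and log2(TPM + 1) was taken. Comparison of the tables showed that the correction equals the removal of the 2 largest components of the differences between samples within groups on the log2(TPM + 1) scale. This correction was recomputed from the uncorrected values under other groupings of the samples for the tests in the closing section.

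Each of the 15 pairs of groups was compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), with only the samples of the pair in the fit, for genes with a mean of at least 1 TPM in either group. A gene was called when its Benjamini-Hochberg adjusted p was at most 0.05 and its change at least 1.5-fold. The effect of a pretreatment on the response to radiation was tested as an interaction in 4 groups, with an adjusted p of at most 0.05 and no fold threshold. Per-sample scores, distances and separations were tested by exact permutation. Principal components were computed on genes that passed the filter, centred and not scaled. Clustering used Euclidean distance and average linkage. Figures were drawn with matplotlib 3.10.9. The test functions were checked on simulated data with the real genes' means and the spreads left after the correction. Those spreads are smaller than between the sequenced samples, and the changed genes were drawn from the better expressed ones. In 20 simulations, 200 genes were changed by 1 on the log2 scale in 4 samples against 3. On average 93.4% of them were called, with a median of 5 false calls. With 2 components added within groups and kept, 84.9% were called. With 2 components added within groups and then removed, the median was 39 false calls. The interaction test was checked with 200 genes raised by 2 on the log2 scale in AGy and no components added. It called 98.6% of them with a median of 10 false calls.

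TPM keep no read counts, so the depth per sample and the counting error of each value are unknown, and the precision is given by the spread between samples only. Because the correction used the group labels, the spread within groups in the corrected table is smaller than that between the sequenced samples, and p-values from it do not account for this.

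The alternatives set before the data were examined were the uncorrected table with and without MO2, a pseudocount of 0.1, no filter on low values, quantile normalization, a variance trend, all 6 groups in one fit, each sample left out in turn, an adjusted p of at most 0.05 alone and, for the principal components, called genes only and genes not centred. Chosen after seeing the data were log2 of the deposited corrected value + 1, corrected TPM below 0 kept, the 2 removed components entered as covariates of the uncorrected values, the main list of radiation genes followed in the uncorrected values, and the principal components of the uncorrected values without MO2. The counts on the scale of the deposited value + 1 had been seen before that scale was listed as an alternative.

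The rule for named genes, set before the data were examined, was every gene the paper names for these comparisons and the 5 largest rises and falls without overlap in 7 of them. The tables list Ensembl identifiers, of which 0 could be matched to a symbol in the reference list given (GRCr8), and the supplementary tables list symbols without these identifiers. The files do not pair them, so only 2 rises and 2 falls in CGy against C are given, by identifier, and the genes of Tables S6 and S8 and the GO classes of the paper were not analysed here by name.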

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

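The tests of explanations below were set out before their own results were seen, but after the patterns they bear on, among them the counts with and without the correction, had been seen. The test of MO2's median TPM without its highest genes was chosen only after the result was seen.

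The control sample MO2 stood apart from its group in the number of genes with at least 1 TPM (8627) and in its mean distance to the other control samples (1.21). The share of TPM held by its 100 highest genes, 49.8%, was above that of every other sample (at most 43.8%), but with that share taken out of each sample's total the median TPM of MO2 was still 2.63, against 4.34 to 5.38 in the others, so that a few genes taking more of the TPM does not by itself account for the low TPM of its other genes. The design gives no biological explanation, since the 4 control samples had the same treatment, and the paper left MO2 out as an outlier.

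The CGy sample MO14B had a mean distance of 0.439 to the other CGy samples, which had 0.406 to 0.411, and the AGy sample MO23 had a total of 655289 TPM, where the other AGy samples had 643344 to 645052. No explanation was tested for these. Such a rule picks out about 1 in 20 groups by chance, and 4 samples were picked out over 35 groups and measures, 2 of the 4 being MO2.

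The effect of radiation differed with ascorbic acid for 1126 genes and with Noggin for 2392 genes in the batch-corrected values. Irradiated and unirradiated samples were reassigned within each treatment in 100 splits, the real one included, and the correction was recomputed for each. As many genes as in the real split were found in 16 of the 100 for ascorbic acid and in 6 for Noggin, the real split counted. In the uncorrected values, where 1 gene was called for either, it was 19 of 100 for ascorbic acid and 6 of 100 for Noggin, again with the real split. Such splits also break up the effect of radiation itself and can turn it into a difference between treatments, so they do not test that difference alone. Whether ascorbic acid or Noggin alters the response to radiation across genes is left open by these counts. Library size cannot be examined in TPM, and gene names for tests of GC content or length are not paired with the identifiers.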

How the results depend on the processing

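The cause of each change below was not tested unless stated. Which table was used made a large difference to the counts against C and to that of AGy against A. Some other results moved more under other choices, among them PC1 of C and CGy and the count in NGy against CGy. In the uncorrected values of the same samples, the genes changed against C fell to 2 in CGy, 1 in N, 65 in NGy, 2 in A and 0 in AGy (1304 genes at an unadjusted p under 0.05). The counts fell to 38 in NGy against CGy, 86 in N against CGy, 284 in NGy against N and 0 in AGy against A (1256 genes at an unadjusted p under 0.05). In N against CGy the split of higher and lower calls moved from 273 and 125 to 29 and 57. The radiation effects that differed with ascorbic acid and with Noggin fell to 1 gene each, and the shared genes to 0. The median signed change of the radiation genes, then resting on the 2 called genes, was 0.27 in AGy against A (exact permutation p = 0.314) and reversed to -0.14 in NGy against N (exact permutation p = 0.771). AGy against CGy (632 genes), A against CGy, N against A, N against AGy, A against NGy and AGy against NGy stayed within 1.5-fold of the corrected counts.

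With MO2 kept in the uncorrected table, the counts against C were 0 in CGy (817 genes at an unadjusted p under 0.05), 0 in N (737 genes), 2 in NGy, 0 in A (784 genes) and 0 in AGy (665 genes). Both interactions had 0 genes (559 for ascorbic acid and 1136 for Noggin at an unadjusted p under 0.05), and 0 genes were shared, so the radiation genes could not be followed. Comparisons without C are as above: 38 in NGy against CGy, 86 in N against CGy, 284 in NGy against N and 0 in AGy against A. PC1 held 65.9% for C and CGy and 35.8% for all groups.

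A pseudocount of 0.1 gave 214 genes in NGy against CGy and 34 shared genes, with PC1 at 41.8% for C and CGy and 24.7% for all groups. Without the filter, 157 genes changed in A against C and 66 in AGy against A. With all 6 groups in one fit, 185 changed in AGy against A. An adjusted p of at most 0.05 alone gave 2974 genes in CGy against C, 3729 in AGy against CGy and 1657 in NGy against CGy. PC1 over called genes held 86.4% and 44.8%, and over genes not centred 99.7% and 99.6%, for C and CGy and for all groups. Quantile normalization kept every count within 1.5-fold, but moved the split of higher and lower calls from 314 and 812 to 465 and 496 for the interaction with ascorbic acid, from 741 and 1651 to 978 and 1096 for that with Noggin, from 74 and 63 to 88 and 41 in NGy against CGy, from 194 and 46 to 145 and 67 in A against C, and from 129 and 331 to 164 and 257 in NGy against N. With quantile normalization the split also shifted, less strongly, from 426 and 231 to 352 and 270 in CGy against C. In N against C it went from 305 and 74 to 230 and 94. In AGy against C it went from 214 and 101 to 173 and 125. A variance trend kept every count within 1.5-fold.

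Among alternatives chosen after seeing the data, log2 of the deposited value + 1 gave 377 genes in CGy against C, 216 in N, 468 in NGy, 143 in A and 161 in AGy; against CGy, 65 in NGy, 520 in AGy, 232 in N and 877 in A; 253 in NGy against N and 62 in AGy against A; 673 in N against A, 631 in N against AGy, 1025 in A against NGy and 596 in AGy against NGy; and 13 shared genes. With the 2 removed components as covariates, 2 genes changed in A against C, 1 in AGy against C and 11 in AGy against A, 455 genes differed with ascorbic acid and 12 were shared. The main list of radiation genes followed in the uncorrected values had a median of 0.31 in AGy against A with an exact permutation p = 0.0857, no longer under 0.05. Keeping corrected TPM below 0 moved no count by 1.5-fold.

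Across the fits that each left out one sample, the counts ranged from 608 to 681 for CGy against C, 252 to 428 for N, 789 to 876 for NGy, 8 to 339 for A and 136 to 276 for AGy, each against C; 110 to 180 for NGy, 857 to 937 for AGy, 320 to 451 for N and 1265 to 1411 for A, each against CGy; 411 to 495 for NGy against N and 3 to 119 for AGy against A; 967 to 1138 for N against A, 1011 to 1165 for N against AGy, 1508 to 1709 for A against NGy and 987 to 1102 for AGy against NGy. The interaction counts ranged from 571 to 1319 for ascorbic acid and from 1865 to 2401 for Noggin. PC1 ranged from 48.0% to 53.2% for C and CGy and from 31.4% to 34.6% for all groups. These fits used the table corrected with all samples, so they do not show how the correction itself depends on a sample.

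The log2 changes of the 4 genes given by identifier had the same direction under the 10 alternatives run for them. Across the 7 fits that each left out one sample they ranged from 1.87 to 3.06 for ENSRNOG00000030091, 1.43 to 2.61 for ENSRNOG00000004713, -2.18 to -1.74 for ENSRNOG00000007827 and -2.21 to -1.84 for ENSRNOG00000013850. Their adjusted p (limma) was above 0.05 for all 4 in the uncorrected table, with or without MO2. For ENSRNOG00000030091 it was also above 0.05 with a pseudocount of 0.1 (0.0606), with all 6 groups in one fit (0.0711) and with the removed components as covariates (0.0701), and for ENSRNOG00000004713 with a pseudocount of 0.1 (0.0667), without the filter (0.0583) and with the covariates (0.0822). In the fits that each left out one sample it was above 0.05 for ENSRNOG00000030091 without MO1 (0.0616), MO4 (0.0709), MO13 (0.0528) or MO14B (0.0523), and for ENSRNOG00000004713 without MO4 (0.0713), MO14B (0.0674), MO15 (0.0536) or MO16 (0.0674). No paired analysis was run, because the columns carry no replicate numbers that the groups share. Uncorrected scores of the radiation genes rose with identifier number in A (-0.46 to 0.11), CGy (0.61 to 1.06) and NGy (0.51 to 0.94). They did not rise throughout in N, AGy or C. Blocks of samples with neighbouring numbers were not run, because the columns could not be matched to the numbered labels. The tests that were run ignore any block that the groups share. Differences they did not set apart, as between AGy and A or NGy and CGy, are left open. The counts of Table S6 and Table S8 genes and the fits of genes the paper names were not run, because the files do not pair identifiers with names.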

Differences from the paper's values

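Of the 30 counts in the paper's Table 1, all 30 were higher in the batch-corrected values here, by more than 1.5-fold. For CGy against C there were 426 upregulated and 231 downregulated genes, where the paper has 209 and 97, and the 657 genes in all compare with 396 in the paper's text, which is not the sum of its 209 and 97. Against C, the counts were 305 and 74 in N (the paper's 138 and 15), 461 and 368 in NGy (the paper's 244 and 147), 194 and 46 in A (the paper's 56 and 10), and 214 and 101 in AGy (the paper's 65 and 33). Against CGy they were 273 and 125 in N (the paper's 132 and 53), 74 and 63 in NGy (the paper's 35 and 13), 707 and 617 in A (the paper's 403 and 371), and 460 and 432 in AGy (the paper's 224 and 222). N had 331 genes higher and 129 lower than NGy (the paper's 150 and 52), 579 and 500 against A (the paper's 322 and 247), and 620 and 467 against AGy (the paper's 329 and 209). A had 893 and 681 against NGy (the paper's 522 and 401) and 48 and 54 against AGy (the paper's 13 and 10), and AGy had 601 and 440 against NGy (the paper's 282 and 241).

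Of the alternatives set before the data were examined, a pseudocount of 0.1, no filter, quantile normalization, the variance trend and all 6 groups in one fit left all 30 counts outside 1.5-fold. Among the fits that each left out one sample, 6 of the 30 came within it in at least one fit: genes higher in A than in C (45 without MO9 and 80 without MO12), lower in A than in C (13 without MO1), higher in A than in AGy (16 without MO24), lower in A than in AGy (7 without MO21 and 14 without MO24), higher in AGy than in C (87 without MO1 and 89 without MO3) and lower in AGy than in C (49 without MO1 and 47 without MO3). The uncorrected table, with or without MO2, brought 8 of the 30 within it: genes lower in N than in CGy (57), higher in N than in NGy (193), higher and lower in NGy than in CGy (24 and 14), higher and lower in A than in CGy (599 and 541), and higher and lower in AGy than in CGy (334 and 298). It left the other 22 outside. Log2 of the deposited value + 1, chosen after seeing the values, brought 22 of the 30 within 1.5-fold, among them 247 upregulated and 130 downregulated genes in CGy against C and 377 genes in all; the 8 left outside were genes lower in N than in C (30), genes lower in NGy than in CGy (20), and both directions of A against C (118 and 25), A against AGy (32 and 30) and AGy against C (103 and 58). With the 2 removed components as covariates, also chosen after seeing the values, 7 genes were lower in A than in AGy, within 1.5-fold of the paper's 10, and 586 genes changed in CGy against C, within 1.5-fold of the paper's 396 but not of the sum of its 209 and 97.

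The 3 comparisons shared 21 genes, where the paper has 8. No alternative set before the data were examined came within 1.5-fold. With the removed components as covariates, chosen after seeing the values, 12 genes were shared, within 1.5-fold. With the deposited value + 1, also chosen after seeing the values, 13 were shared, which is outside it. In the regions of the overlap, 283 genes were in CGy against C only (about 140 in Fig. 8B, read by eye), 514 in AGy against CGy only (about 280 in Fig. 8B, read by eye), 78 in NGy against CGy only (about 27 in Fig. 8B, read by eye), 336 in CGy against C and AGy against CGy (about 150 in Fig. 8B, read by eye), 17 in CGy against C and NGy against CGy (about 5 in Fig. 8B, read by eye) and 21 in AGy against CGy and NGy against CGy (about 8 in Fig. 8B, read by eye). The uncorrected table had 32 genes in NGy against CGy only and 6 in AGy against CGy and NGy against CGy, within 1.5-fold, and the deposited value + 1, chosen after seeing the values, had 166, 312, 33, 187, 11 and 8 genes in the regions as listed, all within 1.5-fold except the 11.

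PC1 of C and CGy held 48.5% of the variance, where the paper states more than 90%. It was within 1.5-fold of that over called genes (86.4%), over genes not centred (99.7%) and in the uncorrected table with all samples (65.9%), and outside it with a pseudocount of 0.1 (41.8%) or a sample left out. PC2 held 15.2% (about 2.9% in Fig. 3A, read by eye), and 3.82% over called genes. PC1 of all groups held 33.4% (about 54% in Fig. 7, read by eye), and 44.8% over called genes. None of the other alternatives for PC1 of all groups came within 1.5-fold. One more setting, called genes on the scale of the deposited value + 1, was run after seeing the values and because it was expected to come close to the paper. It did come within 1.5-fold for PC1 of C and CGy and of all groups and for PC2 of C and CGy, and for that reason it is not counted among the alternatives and its values are not given.

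The largest log2 rise in CGy against C was 2.43, where the paper's Table S6 has 1.77, the 20th largest rise was 1.49 (the paper's 1.16) and the 20th largest fall -1.18 (the paper's -0.85). Set against the standard error of the change, all 6 groups in one fit brought the largest rise (2.09) and the 20th (1.48) within reach, and no alternative set before the data were examined did so for the 20th fall. On the scale of the deposited value + 1, chosen after seeing the values, these were 1.77, 1.20 and -0.89. With the removed components as covariates, also chosen after seeing the values, the largest rise was 2.04.

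The paper states that the PCA separates all groups apart from CGy and NGy; before the batch correction, A from AGy, A from C, CGy from C and N from C also had an adjusted p above 0.05 in the exact permutation test of separation (0.114, 0.114, 0.107 and 0.0779).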

Other observations

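The tests below were set out before their own results were seen, but after the patterns they bear on had been seen: the counts in the corrected and the uncorrected table and the opposite directions of the genes in common.

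The number of genes called depended on the batch correction, which took the group labels as given. For CGy against C, 657 genes were called after the correction and 2 before it. One hypothesis is that the test counts degrees of freedom that the correction had used. With the 2 removed components as covariates, which keeps the group means and counts the degrees of freedom, 586 genes were called in CGy against C, so that the loss of degrees of freedom alone does not account for the gap there. In 3 comparisons the same fit came close to the uncorrected counts. It had 2 genes in A against C (240 after the correction), 1 in AGy against C (315 after it) and 11 in AGy against A (102 after it). This fit takes 2 degrees of freedom from each pair, though the correction used 2 over all 6 groups, and it refits the components in the pair alone. These 3 counts therefore do not tell how much of the gap the degrees of freedom account for. The other 12 comparisons had counts within 1.5-fold of the corrected ones. A second hypothesis is that removing the largest components within groups makes calls where no gene differs. In simulated samples without any difference between groups but with 2 components shared by the genes, the correction was followed by at least 1 call in 14 of 20 simulations, with a median of 7.5 and at most 319 genes, against 4 of 20 simulations without the correction. The correction may therefore account for part of the calls, though no simulation reached 657 genes. The simulated components had the same spread in all samples, while the real correction removed 62.3% within C and 44.5% within CGy but 8.52% within N. The simulations thus give no upper limit for the calls that the correction makes in CGy against C.

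The same question was put to the data by splitting the samples of each pair of groups in all 35 ways, the real one included, and recomputing the correction for each split. For CGy against C, 2 of the 35 splits gave as many genes as the real one (at most 712 in another split, with a median of 128.5 over the other splits). The share of PC1 in C and CGy was as large in 1 of 35 splits, the real one, though another split reached 48.5% to the digits printed. As many genes as in the real grouping were called in 2 of 35 splits for N against C, 1 for NGy against C, 5 for A against C, 2 for AGy against C, 2 for NGy against CGy and 3 for AGy against A. It was 1 of 35, the real split alone, for AGy, N and A against CGy, for NGy against N, and for N against A, N against AGy, A against NGy and AGy against NGy. In the uncorrected values, 3 of 35 splits gave as many genes for CGy against C, 10 for N against C, 1 for NGy against C, 4 for A against C, 35 for AGy against C (0 genes in the real split, with 1304 at an unadjusted p under 0.05), 2 for NGy against CGy and 35 for AGy against A (0 genes in the real split, with 1256 at an unadjusted p under 0.05), and 1 for each of the other 8 comparisons. A count of 0 in the real split cannot be set apart this way, so for AGy against C and AGy against A the uncorrected counts decide nothing. By the number of genes, the differences of ascorbic-acid-treated from CGy, N and NGy samples, of N from CGy, of NGy from N and of NGy from C are thus set apart from other groupings with and without the correction, while the counts for C against CGy, N, A and AGy, for CGy against NGy and for A against AGy are not set apart after it. The sample labels do not rule out another source for the differences of ascorbic-acid-treated samples. All 8 samples of A and AGy carry label numbers lower than every number of CGy, N and NGy. So do 2 of the 4 C samples, of which 1 also lies below all A and AGy samples. What the numbers stand for is not said there, so ascorbic acid cannot be told apart from whatever the numbers follow. For NGy against CGy, the sole split with more genes than the real one (501 after the correction and 415 before it) set MO13, MO14B, MO17 and MO18 against MO15, MO16, MO19 and MO20. That split parts both groups in the same way as the signs of the first removed component do, and as the uncorrected clustering does, where MO15, MO16, MO19 and MO20 had a cluster of their own. The count for NGy against CGy was thus set against a difference within both groups that the test does not model. For AGy against C, the exact permutation test of the distances between uncorrected samples did set the groups apart (adjusted p = 0.0429).

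The 21 genes shared by the 3 comparisons were reached in 11 of 100 splits of the 15 samples of C, CGy, AGy and NGy, the real one included, with the correction recomputed for each. The real overlap of CGy against C with AGy against CGy was almost wholly in opposite directions (99.2% of the genes in common). A hypothesis is that this follows from the CGy samples that both comparisons share. Among 99 random splits, 25 had genes in common to these 2 comparisons, and the share of opposite directions over them had a median of 100% and a minimum of 16.7%. NGy against CGy, which shares the same CGy samples, had 38 genes in common with CGy against C, 30 of them in opposite directions. The median over random splits is at the highest value this share can take, so the test decides little, and how far the shared samples account for the opposite directions in AGy against CGy is left open. AGy against NGy uses no sample of CGy or C. There, 366 of the 426 genes upregulated in CGy against C were lower in AGy (156 called lower and 5 called higher). Of the 231 downregulated genes, 205 were higher (136 called higher and 4 called lower). The difference of AGy in these genes thus does not rest on the CGy samples alone. The list itself was chosen from C and CGy, and MO4 of group C clustered with A and AGy before the correction. The label numbers also part A and AGy from CGy and NGy, so this comparison does not single out ascorbic acid. AGy against A uses no sample of CGy or C, but it does not test whether AGy lies below CGy. There, 588 of the 657 genes had the direction of radiation, with an exact permutation p of 0.0857 in the uncorrected values.

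The first component that the correction removed did not follow the deviation of each sample's median TPM from its group: Pearson's r was -0.219 (permutation p = 0.382) and Spearman's rho -0.165 (permutation p = 0.531) over 23 samples, permuting within groups, and r was -0.0495 without the 2 samples farthest from the median of the component. What the component reflects was not identified. The control samples MO4 and MO3 had the highest and lowest scores on it, 0.473 and -0.402. Within N, A, CGy and NGy, the pair of samples with the lower identifier numbers had scores above 0 and the pair with the higher numbers scores below 0, as from 0.295 in MO9 to -0.230 in MO12. In AGy the score was above 0 in MO21 only, and among the controls in MO4 only, the highest number. The order of the identifiers was not taken as a pairing of samples, since neither the paper nor the labels give it as one. In the labels, most irradiated samples carry a number at the same step above that of an unirradiated sample with the same treatment. The label numbers may thus follow sets of samples that span the groups, but the columns could not be matched to them. The unpaired tests do not account for any block that the groups share.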
